A study of Mus musculus with 8 samples. Its data were reported in "Vitamin B12 is a limiting factor for induced cellular plasticity and tissue repair" (2023).

How the data were processed

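Polyadenylated RNA was measured by bulk RNA-seq in 8 libraries of mouse embryonic fibroblasts (MEFs) that carry a doxycycline-inducible cassette of Oct4, Sox2, Klf4 and Myc. Per the labels, MEFs 61.3 and 61.5 were each given doxycycline for 72 h together with 2 µM vitamin B12, 2 µM B12 and 2 µM of the MAT2A inhibitor PF-9366 (B12 + MAT2Ai), 100 µM S-adenosylmethionine (SAM) or 10 µM of the KDM4A and KDM4B inhibitor NSC636819 (NSC). MEFs came from separate embryos, so each treatment had n = 2 biological replicates. No library with doxycycline alone was among these 8, and such a control was not analysed here.

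The deposited values are raw counts of reads per gene, with Ensembl gene identifiers and no filter or scaling. The authors aligned reads with STAR 2.5.2b to mm10 (GRCm38), counted them per gene with featureCounts in the reverse-stranded setting against an Ensembl annotation of the same build, and summed technical replicates. How reads matching several genes were handled was not stated. The values were checked to be whole numbers with totals that differ by library. The table had 55487 genes, of which 55141 were matched by identifier to a symbol and coordinates in a GENCODE annotation of GRCm38 and 346 were not. Exon-level signal, the measure of cryptic transcription in the study, cannot be read from counts per gene and was not analysed here.

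Library totals were 35668982 (B12, MEF 61.3), 37761374 (B12, MEF 61.5), 35067301 and 27498180 (B12 + MAT2Ai), 34611627 and 34674380 (SAM), and 35832709 and 38565685 (NSC) counted reads. Between 26645 and 27835 genes had a read. Mitochondrial genes held 1.23% to 1.69% of counts, except 2.33% in the NSC library of MEF 61.3. At this depth the median standard error of a log2 fold change between treatments was 0.0988 to 0.101, and the common biological coefficient of variation was 0.0590.

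Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with the treatments as groups and a minimum count of 10, which left 19392, and libraries were scaled by TMM factors. One edgeR quasi-likelihood model held all 8 libraries, with treatment and MEF as terms (residual degrees of freedom 3, prior degrees of freedom 7.92). Each pair of treatments was compared, 6 in all, and MEF 61.5 with MEF 61.3 in the same model. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p below 0.05. Log2 fold changes are given with standard errors from the same model. Adjusted p-values of genes are from edgeR throughout, and CPM values are given as mean and SD over n = 2. Fold changes within each MEF used log2 CPM with a prior count of 2 and have no test, since each side is a single library.

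MEF entered as a block because libraries of the same MEF come from the same embryo. As a check, deviations from the treatment means were correlated between libraries of the same MEF, and the correlation was 0.424 to 0.559 over the 6 pairs of treatments. The fit without the block had 4 residual degrees of freedom. No pair of libraries was closer than sampling noise: the mean squared difference over its Poisson variance was lowest, 6.13, for B12 and B12 + MAT2Ai of MEF 61.3, and 17.4 to 28.7 for pairs of the same treatment.

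Gene lists were tested by camera with an inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over 29 lists, with an estimated correlation and the rotation test fry as alternatives. Each list needed at least 3 tested genes. The count of members past the threshold is given over all genes and again with p-values adjusted over the list alone. The lists were methionine cycle and B12 handling, folate cycle and serine synthesis, amino acid response, methionine deprivation genes assayed by the study, polyamine synthesis, H3K36 methylation, SAM-dependent chromatin methyltransferases, SAM-dependent RNA and small molecule methyltransferases, pluripotency, reprogramming factors, epithelial, fibroblast and mesenchymal, plastic intermediate and keratinocyte, germline genes under DNA methylation, imprinted genes, cell cycle, p53 targets and cell cycle arrest, inflammatory and senescence secretome, interferon response, cholesterol and fatty acid synthesis, oxidative stress, hypoxia and glycolysis, xenobiotic response, unfolded protein response, macrophage, endothelial, neural and neural crest, skeletal muscle, and chondrocyte. Among them 15 memberships were shared between lists. With an estimated correlation no list was called in any comparison of treatments.

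The groups, comparisons, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named, in each comparison against B12, up to 10 higher and 10 lower called genes with the largest log2 fold change, the same sign in each MEF and a mean of at least 1 CPM. In each other comparison of treatments it named 5 and 5. It also named 13 fixed genes against B12 (Mat2a, Mtr, Cd320, Setd2, Kdm4a, Kdm4b, Wdr5, Ly6a, Pou5f1, Sox2, Klf4, Myc and Cdh1), and for each list up to 4 members with the smallest p. Genes of the comparison of MEFs were named afterwards by the same rule, with the same sign in all 4 treatments in place of the same sign in each MEF.

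The alternatives were DESeq2 size factors and upper-quartile factors in the edgeR model, no filter on low counts (at least 1 read), a mean of at least 1 CPM, the DESeq2 Wald test, robust empirical Bayes, an adjusted p of 0.10, no MEF block, only the 4 libraries of the pair compared, and each library left out in turn. Correlations between MEFs were repeated with a prior count of 0.5 and with genes of at least 10 CPM.

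The gene test was tested on simulated data with the fitted dispersion trend and library sizes, 100 genes changed 1.5-fold and 100 changed 2-fold. The changed genes were drawn from those with a mean of at least 1 CPM, so recovery of weaker genes was not measured. The trend leaves out the scatter of dispersion from gene to gene. For B12 + MAT2Ai against B12 (19140 genes) edgeR recovered 85% and 98% of them with 10 false calls, for SAM against B12 (19147 genes) 79% and 97% with 7, and for NSC against B12 (19130 genes) 85% and 99% with 6. The simulation drew replicates from the model itself, so it says nothing of MEFs that respond differently.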

Results

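The deposited counts covered 8 libraries of polyadenylated RNA from mouse embryonic fibroblasts (MEFs) with a doxycycline-inducible cassette of Oct4, Sox2, Klf4 and Myc. MEFs of 2 embryos, named 61.3 and 61.5, were each reprogrammed for 72 h under 4 treatments: vitamin B12, B12 with an inhibitor of the SAM-producing enzyme MAT2A (B12 + MAT2Ai), S-adenosylmethionine (SAM), and an inhibitor of the histone demethylases KDM4A and KDM4B (NSC). The p-values between treatments rest on n = 2 libraries per treatment, paired by MEF unless stated otherwise. Libraries held 34611627 to 38565685 counted reads, except 27498180 for B12 + MAT2Ai of MEF 61.5. In all, 19392 genes were tested. The largest principal component, with 44.8% of the variance, held MEF 61.3 at lower values than MEF 61.5 within each treatment. The values were −34.4 and 3.94 for B12, −28.3 and 11.7 for B12 + MAT2Ai, −27.9 and 14.8 for NSC, and 7.42 and 52.7 for SAM.

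**Figure D1:**
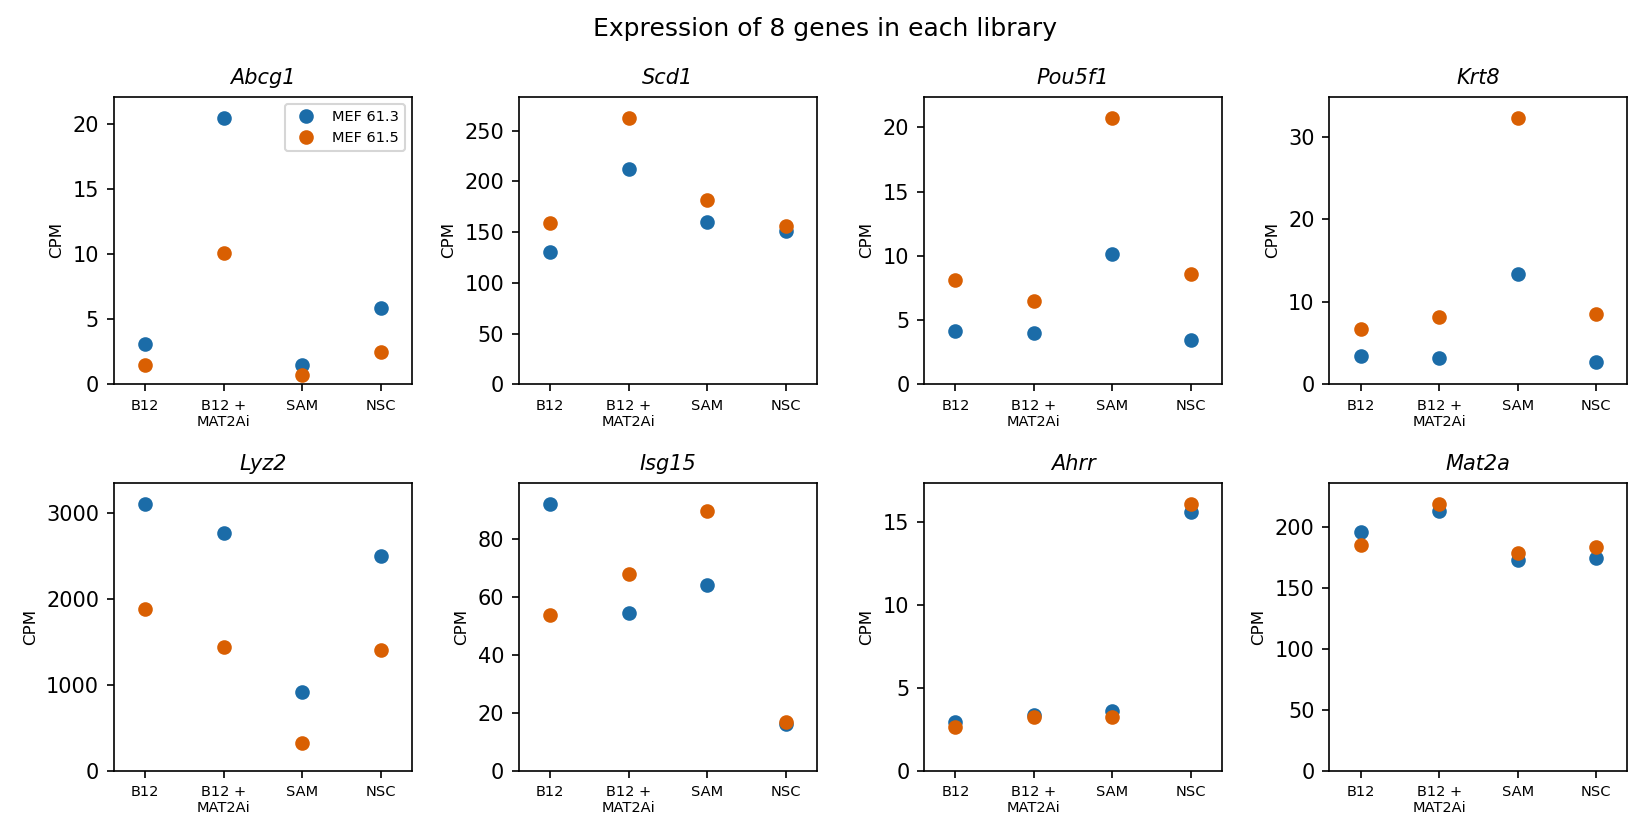
Expression (CPM) of 8 genes in each of the 8 libraries, by treatment and MEF. Abcg1 stood at 20.5 and 10.1 CPM under B12 + MAT2Ai against 3.12 and 1.5 CPM under B12, and Ahrr at 15.6 and 16.1 CPM under NSC against 2.95 and 2.60 CPM.

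For B12 + MAT2Ai against B12 few genes were called in the main fit, a number that depended strongly on the fit. Genes of sterol efflux, fatty acid desaturation and other lipid metabolism were among those that rose. The sterol exporter gene Abcg1 (ENSMUSG00000024030, chromosome 17, 31057675 to 31117988, GRCm38) rose 6.63-fold, by a log2 fold change of 2.73 ± 0.12 (SE; adjusted p = 2.87e-06), from 2.31 ± 1.15 to 15.3 ± 7.33 CPM (mean ± SD, n = 2). Its relative Abca1 rose by 0.93 ± 0.14 (adjusted p = 0.0379). The stearoyl-CoA desaturase genes Scd1 (0.71 ± 0.07, adjusted p = 0.00373), Scd2 (0.71 ± 0.07, 0.00315) and Scd3 (0.60 ± 0.09, 0.0489) rose with the lipogenic regulator Srebf1 (0.57 ± 0.07, 0.00986). The 3 Scd genes are similar in sequence, so the division of reads among them is uncertain. The lysophospholipid acyltransferase gene Lpcat3 (0.39 ± 0.06, 0.0379), the acyl-CoA synthetase gene Acsl3 (0.66 ± 0.07, 0.00373) and Mylip (0.70 ± 0.09, 0.0127) rose as well. The product of Mylip marks the LDL receptor for degradation.

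Other genes that rose included the metalloelastase gene Mmp12 (0.97 ± 0.11, adjusted p = 0.00880), the metallothionein gene Mt2 (0.59 ± 0.07, 0.0127), Ccn1 (0.44 ± 0.06, 0.0333) and Cxcl14 (0.46 ± 0.06, 0.0320). The macrophage lectin gene Siglec1 fell (−0.77 ± 0.09, 0.0117), as did Clec3b (−0.56 ± 0.06, 0.00986). Mat2a itself, at 216 CPM against 190.2 CPM, did not pass (0.18 ± 0.06, adjusted p = 0.539). The same held for Mtr (−0.21 ± 0.08, 0.583), Cd320 (0.27 ± 0.08, 0.479), Setd2 (−0.22 ± 0.09, 0.588), Pou5f1 (−0.20 ± 0.14, 0.752) and Cdh1 (0.03 ± 0.18, 0.974). Lpcat3, Ccn1 and Cxcl14 fell outside the rule for named genes and were chosen after their values were seen.

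Among the gene lists, cholesterol and fatty acid synthesis had 3 of 34 members higher, 6 when adjusted over the list alone, with a median of 0.11. Camera called it up (adjusted p = 3.7e-13), and adjusted p = 0.575 with an estimated correlation. The inflammatory and senescence secretome had 1 of 30 higher (8 higher and 1 lower adjusted over the list alone; camera up, adjusted p = 1.15e-06, and adjusted p = 0.575 with an estimated correlation). Macrophage markers had 0 of 17 past the threshold over all genes and 5 lower adjusted over the list alone, with a median of −0.25 (camera down, adjusted p = 8.15e-11, and adjusted p = 0.575 with an estimated correlation). Camera also called down the lists of imprinted genes (adjusted p = 0.00105; 1 of 30 lower adjusted over the list alone), skeletal muscle (0.00704; 0 of 12), H3K36 methylation (0.0259; 0 of 24), fibroblast and mesenchymal genes (0.0330; 1 of 34 higher and 1 lower) and the interferon response (0.0403; 0 of 32), none with a member past the threshold over all genes. Their adjusted p with an estimated correlation was 0.575 for the first 3 and 0.722 for the fibroblast and interferon lists. The interferon median was −0.53 in MEF 61.3 and 0.31 in MEF 61.5. Without the B12 library of MEF 61.3 it was called up (adjusted p = 5.19e-23), and without the B12 + MAT2Ai library of MEF 61.3 its direction turned up with no call (adjusted p = 0.608). The call also ended with DESeq2 size factors (0.0513) and with the filter at 1 CPM (0.0554). Without the B12 library of MEF 61.5 the imprinted (adjusted p = 0.374), muscle (0.461), H3K36 (0.645) and fibroblast (0.986) lists were not called. Neither were they without the B12 + MAT2Ai library of MEF 61.3 (0.0796, 0.0849, 0.0849 and 0.502). The H3K36 call also ended without the B12 + MAT2Ai library of MEF 61.5 (0.0641), and the interferon call without the NSC library of MEF 61.3 (0.0672). Median, mean and test differed in sign for the amino acid response, the plastic intermediate and keratinocyte list and the xenobiotic response, none of them called.

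For this pair edgeR called 17 genes (14 higher, 3 lower), with 1575 at an unadjusted p under 0.05. DESeq2 called 43, and the share that was higher moved from 82.4% to 51.2%. The balance turned to mostly lower in some fits: 77 higher and 236 lower with only the 4 libraries compared, and 84 and 368 with no filter on low counts. The count fell to 1, Abcg1, without either B12 + MAT2Ai library. It was 373 (58 higher, 315 lower) without the B12 library of MEF 61.3, 56 (16 higher, 40 lower) without the B12 library of MEF 61.5 and 28 without either SAM library. Without MEF as a block edgeR called 0 genes, with 358 at an unadjusted p under 0.05. Abca1 also lost its call without either SAM library, with robust empirical Bayes and, like Scd3, with the filter at 1 CPM, and Scd3 without the NSC library of MEF 61.3. The smallest called log2 fold change was 0.39.

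SAM against B12 raised genes of stratified and simple epithelium and of early reprogramming, while markers of macrophages fell. Keratin genes led. Krt17 (ENSMUSG00000035557, chromosome 11, 100256217 to 100261029, GRCm38) rose 15.8-fold (log2 fold change 3.98 ± 0.38, adjusted p = 5.34e-05), from 0.188 ± 0.144 to 2.93 ± 1.72 CPM (mean ± SD, n = 2). Krt6a rose 14.4-fold (3.85 ± 0.37, 5.18e-05). Krt6a, Krt16 and Krt17 are similar to other keratin genes and pseudogenes, so their read division is uncertain. Also among the largest rises were Nccrp1 (3.49 ± 0.27, 1.44e-05), Fetub (3.48 ± 0.20, 4.19e-06), the pluripotency-associated RNA-binding gene L1td1 (3.31 ± 0.18, 4.11e-06), the epithelial transcription factor gene Ehf (3.20 ± 0.28, 2.95e-05), the desmosomal gene Pkp1 (3.11 ± 0.18, 4.19e-06), Lypd2 (3.09 ± 0.26, 2.05e-05), Cyp4f39 (3.06 ± 0.28, 4.12e-05) and Mal (3.05 ± 0.21, 7.86e-06).

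All 4 genes of the cassette rose under SAM: Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772, GRCm38) 2.52-fold (1.33 ± 0.12, adjusted p = 4.24e-05), Sox2 2.36-fold (1.24 ± 0.13, 0.000101), Myc (0.54 ± 0.08, 0.00105) and Klf4 (0.35 ± 0.06, 0.00208). Counts per gene cannot separate reads of the cassette from reads of the endogenous genes. The list of reprogramming factors was 4 of 4 higher, also when adjusted over the list alone (median 0.89; camera up, adjusted p = 6.89e-11, and adjusted p = 0.0882 with an estimated correlation). The epithelial list had 8 of 21 higher, 12 adjusted over the list alone, and 0 lower. Among them were the keratin gene Krt8 (2.17, 4.19e-06), the cadherin gene Cdh1 (1.98 ± 0.15, 3.94-fold, 1.20e-05), the desmoplakin gene Dsp (2.54, 4.19e-05) and the tight-junction gene Cldn3 (3.32, 0.000227). Its median was 0.62 (camera up, adjusted p = 5.67e-14, and adjusted p = 0.0882 with an estimated correlation). The plastic intermediate and keratinocyte list had 7 of 19 higher, 10 adjusted over the list alone, including Krt14 (1.56, 1.12e-05) and Krt16 (2.42, 1.24e-05). The median was 0.56 (camera up, adjusted p = 9.44e-11, and adjusted p = 0.147 with an estimated correlation). Ly6a, a marker of that state, did not pass (0.29 ± 0.10, adjusted p = 0.130). Pluripotency genes had 4 of 16 higher, L1td1 with Sall1 (0.76, 0.0228), Tet2 (0.33, 0.0378) and Trim71 (1.37, 0.0394). Adjusted over the list alone, 6 were higher and 1 lower (median 0.24; camera up, adjusted p = 0.00109, and adjusted p = 0.162 with an estimated correlation).

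Macrophage markers fell together: 16 of 17 were lower, 17 adjusted over the list alone. Their median was −1.46 (−1.17 in MEF 61.3 and −1.77 in MEF 61.5; camera down, adjusted p = 2.57e-76, and adjusted p = 0.105 with an estimated correlation). The lysozyme gene Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, GRCm38) went from 2493 ± 868 to 617 ± 426 CPM (mean ± SD, n = 2; −2.15 ± 0.15, 4.42-fold lower, adjusted p = 9.72e-06). It fell with Lyz1 (−2.11 ± 0.13, 4.19e-06), Tyrobp (−1.51, 6.96e-06), Ctss (−1.37, 5.38e-06) and the mannose receptor gene Mrc1 (−2.07 ± 0.17, 1.80e-05). The other large falls were mostly of genes expressed in macrophages. They included the chemokine gene Ccl12 (−2.35 ± 0.17, 9.72e-06), the scavenger receptor gene Stab1 (−2.16 ± 0.16, 1.25e-05), the lectin genes Clec4n (−2.20 ± 0.11, 3.49e-06), Clec10a (−2.08 ± 0.14, 9.06e-06) and Clec4e (−2.01 ± 0.24, 0.000293), and Cd300ld2 (−1.97 ± 0.24, 0.000312). The transporter gene Slco4a1 fell too (−2.35 ± 0.20, 2.05e-05). Lyz1 and Lyz2, the Clec4 genes and Ccl2, Ccl7 and Ccl12 are groups of related genes and may share reads to an unknown degree.

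Stress lists moved less under SAM. Oxidative stress genes had 10 of 28 lower and 1 higher (12 lower and 6 higher adjusted over the list alone). The ferritin gene Fth1 (−0.83, adjusted p = 1.42e-05) and Hmox1 (−1.19, 0.000106) were lower and Gsta4 (1.09, 9.44e-05) higher. Camera called the list down (adjusted p = 0.00428), and adjusted p = 0.674 with an estimated correlation. The unfolded protein response had 2 of 21 lower, also 2 adjusted over the list alone, Edem1 (−0.32, 0.00541) and Sdf2l1 (−0.51, 0.00598). Camera called it down with adjusted p = 0.00428, and adjusted p = 0.674 with an estimated correlation. Xenobiotic response genes split into 2 higher, Aldh3a1 (2.51, 4.11e-06) and Cyp2s1 (1.06, 0.000331), and 2 lower of 11 (5 and 4 adjusted over the list alone; camera up, adjusted p = 0.0181, and adjusted p = 0.423 with an estimated correlation). Cell cycle genes had 0 of 38 past the threshold, also 0 adjusted over the list alone, yet camera called them up (adjusted p = 0.00428), and adjusted p = 0.795 with an estimated correlation. These 4 calls each ended without some library. Cell cycle was not called without the SAM (adjusted p = 0.796) or B12 (0.113) library of MEF 61.5, nor oxidative stress without the SAM (0.0701) or B12 (0.0935) library of MEF 61.3. The same held for the unfolded protein response without the SAM library of MEF 61.3 (0.121) and the xenobiotic response without the B12 library of MEF 61.5 (0.0994). With no MEF block the oxidative stress (0.0646) and xenobiotic (0.302) lists were not called.

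Genes of methionine and methyl metabolism moved little under SAM against B12, and camera did not call their lists. The methionine cycle and B12 handling list had 2 of 23 higher, Ahcy (0.29, adjusted p = 0.0140) and Cth (0.42, 0.0295), and 1 lower, Ahcyl2 (−0.30, 0.0427), with 4 and 1 adjusted over the list alone (camera adjusted p = 0.824, and adjusted p = 0.918 with an estimated correlation). The folate cycle and serine synthesis list had 2 higher and 1 lower of 25 (5 and 2 adjusted over the list alone; camera adjusted p = 0.473, and adjusted p = 0.795 with an estimated correlation). The amino acid response had 4 higher and 2 lower of 37 (4 and 4 adjusted over the list alone; camera adjusted p = 0.851, and adjusted p = 0.958 with an estimated correlation), with Atf3 lower (−1.09, 9.66e-05). The methionine deprivation genes assayed by the study, a list chosen by the study partly from its RNA-seq of reprogrammed MEFs and not taken as independent evidence, had 1 of 11 higher, Cdh1, and 1 adjusted over the list alone (camera adjusted p = 0.234, and adjusted p = 0.674 with an estimated correlation). Polyamine synthesis had 1 of 10 lower, Smox (−0.36, 0.0301), and 1 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.701, and adjusted p = 0.918 with an estimated correlation). H3K36 methylation had 1 of 24 higher, Psip1 (0.27, 0.0371), and 0 adjusted over the list alone (camera adjusted p = 0.851, and adjusted p = 0.958 with an estimated correlation). The chromatin methyltransferases had 1 of 36 higher, Ezh2 (0.32, 0.0194), and 1 adjusted over the list alone (camera adjusted p = 0.339, and adjusted p = 0.741 with an estimated correlation). The RNA and small molecule methyltransferases had 1 of 25 higher, Fbl (0.25, 0.0413), and 0 adjusted over the list alone (camera adjusted p = 0.473, and adjusted p = 0.795 with an estimated correlation). Mat2a (−0.12 ± 0.06, 0.339), Mtr (−0.08 ± 0.08, 0.657), Setd2 (−0.08 ± 0.09, 0.706), Kdm4a (0.02 ± 0.06, 0.893) and Kdm4b (−0.01 ± 0.07, 0.969) did not pass.

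The remaining lists were not called by camera under SAM. Fry called 6 lists in this comparison, 5 of them among those camera called, so it also called a list that camera did not. Fibroblast and mesenchymal genes had 2 of 34 higher, Loxl2 (0.29, adjusted p = 0.0165) and Twist1 (0.28, 0.0291), also 2 adjusted over the list alone (median 0.05; camera adjusted p = 0.216, and adjusted p = 0.918 with an estimated correlation). Germline genes under DNA methylation had 1 of 4 higher, Piwil2 (0.93, 0.0275), and 2 adjusted over the list alone (median 0.63; camera adjusted p = 0.0822, and adjusted p = 0.423 with an estimated correlation). The p53 targets had 1 higher, Perp (1.53, 4.19e-06), and 1 lower, Sesn1 (−0.27, 0.0300), of 25, the same adjusted over the list alone (camera adjusted p = 0.223, and adjusted p = 0.749 with an estimated correlation). The neural list had 2 of 14 higher, Stmn2 (1.99, 9.72e-06) and Nes (0.81, 0.00472), also 2 adjusted over the list alone (camera adjusted p = 0.0590, and adjusted p = 0.423 with an estimated correlation). The endothelial list had 1 of 10 higher, Tek (0.40, 0.00152), and 2 adjusted over the list alone (camera adjusted p = 0.134, and adjusted p = 0.504 with an estimated correlation). The chondrocyte list had 1 higher and 1 lower of 14 (1 and 5 adjusted over the list alone; camera adjusted p = 0.555, and adjusted p = 0.918 with an estimated correlation). The inflammatory secretome had 2 higher and 6 lower of 30 (3 and 8 adjusted over the list alone; camera adjusted p = 0.0884, and adjusted p = 0.674 with an estimated correlation). Hypoxia and glycolysis had 2 and 4 of 34 (2 and 6 adjusted over the list alone; camera adjusted p = 0.473, and adjusted p = 0.918 with an estimated correlation). The interferon response had 1 of 32 lower, Oas3 (−1.66, 0.0102; also 1 adjusted over the list alone; camera adjusted p = 0.944, and adjusted p = 0.989 with an estimated correlation). Its medians were opposite in MEF 61.3 (−0.47) and MEF 61.5 (0.53). Median, mean and test differed in sign for the methionine cycle, methionine deprivation, H3K36, imprinted and neural lists.

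By edgeR 1495 genes passed under SAM (539 higher, 956 lower), 200 of them over 2-fold higher and 353 over 2-fold lower. DESeq2 called 1059. The count was 898 without the SAM library of MEF 61.5. With no MEF block edgeR called 0 genes, with 1463 at an unadjusted p under 0.05.

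**Figure D2:**
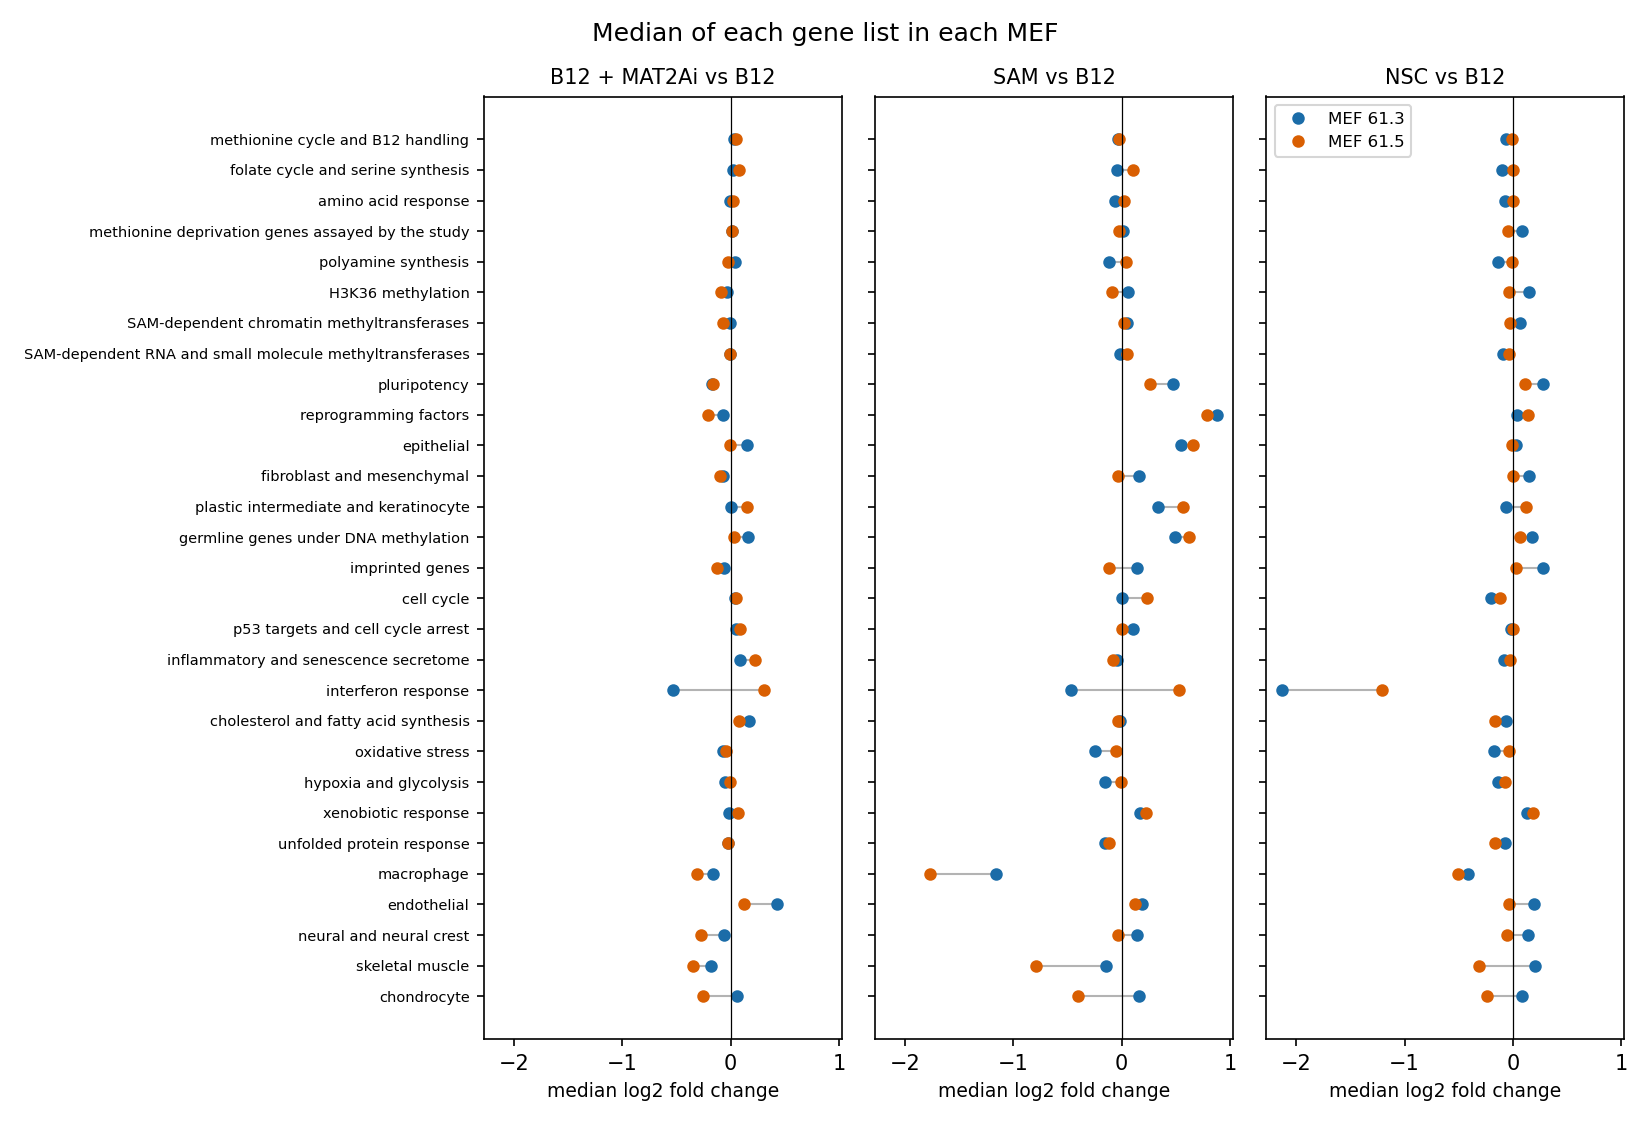
Median log2 fold change of each of the 29 gene lists in MEF 61.3 and MEF 61.5, for the 3 comparisons against B12. The macrophage list under SAM lay at −1.17 and −1.77 and the interferon list under NSC at −2.13 and −1.21.

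NSC against B12 lowered the interferon response as a whole and raised a few genes, led by a target of the aryl hydrocarbon receptor. All 32 interferon-stimulated genes were lower, also when adjusted over the list alone, with a median of −1.75 (−2.13 in MEF 61.3 and −1.21 in MEF 61.5). Camera called the list down (adjusted p = 2.7e-136), and adjusted p = 0.184 with an estimated correlation. The ubiquitin-like modifier gene Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818, GRCm38) fell from 72.8 ± 27.2 to 16.4 ± 0.418 CPM (mean ± SD, n = 2; −2.15 ± 0.24, 4.44-fold lower, adjusted p = 0.00167). The antiviral genes Oas3 (−3.42 ± 0.42, 0.00264), Oasl1 (−2.40 ± 0.31, 0.00325), Oas1g (−2.31 ± 0.32, 0.00466), Oas1a (−2.21 ± 0.30, 0.00449), Ifi44 (−2.53 ± 0.30, 0.00236), Ifi27l2a (−2.34 ± 0.29, 0.00270), Ifit3 (−2.16 ± 0.26, 0.00234) and Rsad2 (−2.13 ± 0.34, 0.00910) fell with it. So did the chemokine genes Cxcl9 (−2.85 ± 0.23, 0.000216) and Cxcl10 (−1.65, 0.00469). Further members that fell were Parp14 (−1.02, 0.000522), Ddx60 (−1.40, 0.00136) and Ifit1 (−1.89, 0.00144). The Oas and Ifit genes are families of related genes, and how reads were divided among similar members is uncertain.

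Ahrr, the repressor gene induced by the aryl hydrocarbon receptor (ENSMUSG00000021575, chromosome 13, 74211118 to 74292331, GRCm38), rose 5.73-fold under NSC (2.52 ± 0.11, adjusted p = 3.08e-06), from 2.78 ± 0.248 to 15.9 ± 0.338 CPM (mean ± SD, n = 2). Cyp1b1, a target of the same receptor, rose by 0.66 (0.00128). The xenobiotic response list had 2 higher and 1 lower of 11 (6 and 2 adjusted over the list alone), with a median of 0.20 (camera up, adjusted p = 1.52e-09, and adjusted p = 0.184 with an estimated correlation). Mmp12 rose 3.07-fold (1.62 ± 0.11, 0.000105). Smaller rises were those of Irf4 (0.95 ± 0.20, 0.0340), Abcg1 (0.84 ± 0.14, 0.010), Agtr1a (0.79 ± 0.07, 0.000550), Atp6v0d2 (0.79 ± 0.17, 0.0395), the cartilage collagen gene Col2a1 (0.78 ± 0.14, 0.0151), Itih5 (0.78 ± 0.07, 0.000324), Adh7 (0.73 ± 0.09, 0.00234) and the ectonucleotidase gene Nt5e (0.70 ± 0.12, 0.0109).

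Macrophage markers were lower under NSC as well, by less than under SAM: 5 of 17 over all genes and 17 adjusted over the list alone. They included Cd14 (−0.63, adjusted p = 0.00696), Tyrobp (−0.56, 0.0101), Ctss (−0.47, 0.0142) and Aif1 (−1.13, 0.0236), and the median was −0.47 (camera down, adjusted p = 1.9e-21, and adjusted p = 0.642 with an estimated correlation). Imprinted genes had 3 of 30 higher, Cdkn1c (0.47, 0.00563), Dlk1 (0.33, 0.0195) and Rtl1 (0.38, 0.0273), and 5 adjusted over the list alone (median 0.15; camera up, adjusted p = 1.7e-05, and adjusted p = 0.642 with an estimated correlation). Their median was 0.28 in MEF 61.3 and 0.03 in MEF 61.5. The inflammatory secretome had 4 of 30 lower, among them Ccl2 (−0.74, 0.00242) and Ccl7 (−0.73, 0.00234), and 6 lower and 3 higher adjusted over the list alone (camera down, adjusted p = 0.0106, and adjusted p = 0.642 with an estimated correlation). Camera also called down, with no member past the threshold over all genes, the cell cycle (adjusted p = 2.62e-06; 1 of 38 lower adjusted over the list alone), cholesterol and fatty acid synthesis (0.000192; 6 of 34 lower), the unfolded protein response (0.00167; 0 of 21) and hypoxia and glycolysis (0.00803; 9 of 34 lower and 1 higher), each with adjusted p = 0.642 with an estimated correlation. The inflammatory call ended without the NSC (adjusted p = 0.0656) or B12 (0.0750) library of MEF 61.3 and without MEF as a block (0.0654). The hypoxia call ended without the B12 library of MEF 61.3 (0.391). The cholesterol call ended without the B12 library of MEF 61.5 (0.0779), as did that of the unfolded protein response (0.0779), which also ended without the NSC library of MEF 61.5 (0.157). The H3K36 list, which holds the targets of the inhibitor, had 0 of 24 past the threshold and 1 lower adjusted over the list alone (camera adjusted p = 0.464, and adjusted p = 0.832 with an estimated correlation): Kdm4a (0.10 ± 0.06, 0.562), Kdm4b (0.11 ± 0.07, 0.558) and Setd2 (0.05 ± 0.09, 0.862) did not pass. Neither did Pou5f1 (−0.04 ± 0.13, 0.931), Sox2 (0.26 ± 0.14, 0.469), Klf4 (0.21 ± 0.06, 0.110) or Cdh1 (−0.10 ± 0.18, 0.874). Median, mean and test differed in sign for the chromatin methyltransferases and the plastic intermediate list, neither of them called.

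By edgeR 370 genes passed under NSC (55 higher, 315 lower), 98 of them over 2-fold lower and 2 over 2-fold higher. The share that was higher, 14.9%, depended on the fit: 344 were higher and 681 lower with no filter on low counts. DESeq2 called 330. The count fell to 38 without the NSC library of MEF 61.3 and to 199 without that of MEF 61.5, and was 780 (358 higher, 422 lower) without the B12 library of MEF 61.5. With robust empirical Bayes it was 292, and Oas3, Ifi44, Ifi27l2a, Oas1g, Oas1a, Ifit3, Isg15, Rsad2 and Col2a1 no longer passed, nor did Irf4 by DESeq2. Of the named genes, Oas3, Ifi44, Oasl1, Ifi27l2a, Oas1g, Oas1a, Ifit3, Rsad2, Irf4, Abcg1, Atp6v0d2, Col2a1, Adh7 and Nt5e no longer passed without the NSC library of MEF 61.3. Without MEF as a block edgeR called 2 genes, Ahrr and Cxcl9, with 796 at an unadjusted p under 0.05.

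SAM against B12 + MAT2Ai had higher epithelial genes, lower macrophage markers and lower lipid genes. Abcg1 fell 13.9-fold (−3.80 ± 0.14, adjusted p = 3.6e-07), with Mmp12 (−2.36 ± 0.12, 2.74e-06), Ccl12 (−2.35 ± 0.17, 1.60e-05), Clec4n (−2.15 ± 0.12, 3.36e-06) and Clec4e (−2.08 ± 0.24, 0.000300). In the other direction L1td1 (3.43 ± 0.19, 3.98e-06), Fetub (3.07 ± 0.20, 1.06e-05), the aquaporin gene Aqp3 (3.0 ± 0.18, 6.77e-06), Krt6a (2.99 ± 0.34, 0.000243) and Klk14 (2.98 ± 0.40, 0.000769) rose. Cholesterol and fatty acid synthesis had 9 of 34 lower, including Srebf1 (−0.73, 5.84e-05) and Scd2 (−0.71, 6.28e-05), and 12 lower and 1 higher adjusted over the list alone (camera down, adjusted p = 5.84e-06, and adjusted p = 0.401 with an estimated correlation). The epithelial list had 7 of 21 higher, 8 adjusted over the list alone (camera up, adjusted p = 3.11e-12, and adjusted p = 0.0612 with an estimated correlation). All 4 reprogramming factors were higher, also adjusted over the list alone (camera up, adjusted p = 1.03e-13, and adjusted p = 0.0612 with an estimated correlation). Of the macrophage markers 15 of 17 were lower (15 lower and 1 higher adjusted over the list alone; camera down, adjusted p = 1.59e-55, and adjusted p = 0.107 with an estimated correlation). Mat2a was lower under SAM than under B12 + MAT2Ai (−0.29, 0.0123). Camera called 14 lists in this comparison. Among them were the SAM-dependent chromatin methyltransferases (adjusted p = 0.456 with an estimated correlation and adjusted p = 0.134 by fry). That call ended without the SAM or the B12 + MAT2Ai library of MEF 61.5. In all, edgeR called 1584 genes (651 higher, 933 lower) and DESeq2 1068. The count was 600 and 619 without the B12 + MAT2Ai library of MEF 61.3 and 61.5, and 1004 and 845 without the SAM library of MEF 61.3 and 61.5. With no MEF block edgeR called 0 genes, with 1700 at an unadjusted p under 0.05.

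NSC against B12 + MAT2Ai again held all 32 interferon genes lower, also adjusted over the list alone (median −1.48; −1.39 and −1.57 in MEF 61.3 and 61.5; camera down, adjusted p = 8.87e-89, and adjusted p = 0.266 with an estimated correlation). Oas3 (−2.54 ± 0.47, adjusted p = 0.0176), Cxcl9 (−2.42 ± 0.25, 0.000877), Oasl1 (−2.39 ± 0.32, 0.00343), Ifi44 (−2.31 ± 0.31, 0.00324) and Ifit3 (−2.12 ± 0.26, 0.00221) fell most. Ahrr (2.26 ± 0.11, 9.4e-06), Irf4 (1.57 ± 0.22, 0.00450), the imprinted antisense transcript Kcnq1ot1 (1.20 ± 0.28, 0.0405), Eppk1 (1.11 ± 0.26, 0.0441) and Tnxb (1.10 ± 0.12, 0.00126) rose most. Cholesterol and fatty acid synthesis had 13 of 34 lower, 24 adjusted over the list alone (camera down, adjusted p = 2.52e-17, and adjusted p = 0.266 with an estimated correlation). Imprinted genes had 10 of 30 higher, 17 adjusted over the list alone (camera up, adjusted p = 4.26e-10, and adjusted p = 0.370 with an estimated correlation). They included Rtl1 (0.82, 0.000644), Dlk1 (0.45, 0.00359) and Igf2 (0.31, 0.0239). Camera called 11 lists in this comparison. Among them was H3K36 methylation (camera adjusted p = 0.652 with an estimated correlation and adjusted p = 0.260 by fry). The folate cycle and serine synthesis list was another (0.414 and 0.162). The H3K36 call ended without the NSC library of MEF 61.3, and the folate call without the B12 + MAT2Ai library of MEF 61.3. In all, edgeR called 695 genes (341 higher, 354 lower) and DESeq2 628. The count was 42 and 87 without the B12 + MAT2Ai library of MEF 61.5 and 61.3, 56 without the NSC library of MEF 61.3, and 1664 and 1672 without the B12 library of MEF 61.3 and 61.5, which enters only the dispersions and the MEF term. The share that was higher, 49.1%, ran from 14.9% (without the B12 + MAT2Ai library of MEF 61.3) to 62.2% (without the NSC library of MEF 61.5). Irf4, Kcnq1ot1, Eppk1, Oas3, Oasl1, Ifi44 and Ifit3 no longer passed without the B12 + MAT2Ai library of MEF 61.5 or the NSC library of MEF 61.3. Kcnq1ot1, Oas3, Ifi44 and Ifit3 did not pass with robust empirical Bayes. Without MEF as a block edgeR called 1 gene, Ahrr, with 1801 at an unadjusted p under 0.05.

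NSC against SAM joined the opposite ends of these changes. L1td1 (−3.04 ± 0.17, adjusted p = 6.25e-06), Nccrp1 (−2.91 ± 0.25, 6.25e-05), Krt6a (−2.86 ± 0.32, 0.000320), Ehf (−2.78 ± 0.26, 0.000115) and Fetub (−2.73 ± 0.18, 1.55e-05) were lower under NSC. Mmp12 (3.0 ± 0.12, 8.49e-07), Ahrr (2.22 ± 0.11, 2.54e-06), the cytokine receptor gene Csf2rb (2.05 ± 0.14, 1.55e-05), Abcg1 (1.91 ± 0.16, 5.06e-05) and Gpnmb (1.85 ± 0.11, 8.41e-06) were higher. The interferon list had 31 of 32 lower, 32 adjusted over the list alone (camera down, adjusted p = 3.98e-66, and adjusted p = 0.194 with an estimated correlation). Macrophage markers had 15 of 17 higher, also 15 adjusted over the list alone (camera up, adjusted p = 1.98e-36, and adjusted p = 0.194 with an estimated correlation). Cell cycle genes had 16 of 38 lower, among them Ccna2 (−0.46, 0.00329) and Plk1 (−0.43, 0.00831), and 26 adjusted over the list alone (camera down, adjusted p = 2.91e-11, and adjusted p = 0.650 with an estimated correlation). In all, edgeR called 1847 genes (989 higher, 858 lower) and DESeq2 1172. The majority turned to lower with upper-quartile factors (911 higher, 1028 lower), with only the 4 libraries compared (1651 and 1689) and without the SAM library of MEF 61.3 (853 and 897). The count was 620 and 936 without the NSC library of MEF 61.3 and 61.5 and 605 without the SAM library of MEF 61.5. With no MEF block edgeR called 1 gene, Ahrr, with 2004 at an unadjusted p under 0.05.

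Between the MEFs, over all 4 treatments, 3636 genes differed by edgeR (1631 higher and 2005 lower in MEF 61.5), with 4 libraries on each side, and 2402 by DESeq2. With upper-quartile factors the majority turned, to 2114 higher and 1767 lower. The steroidogenic genes Cyp11a1 (3.81 ± 0.19, adjusted p = 4.89e-07) and Hsd3b1 (3.62 ± 0.17, 3.09e-07), the immediate early genes Egr1 (2.25 ± 0.06, 1.09e-08) and Fos (2.24 ± 0.08, 3.12e-08), and Adgrf5 (2.09 ± 0.18, 1.28e-05) were higher in MEF 61.5. Ms4a4a (−2.09 ± 0.16, 5.2e-06), Clec10a (−1.93 ± 0.10, 4.89e-07), Mmp9 (−1.86 ± 0.08, 2.18e-07), Acp5 (−1.76 ± 0.08, 3.28e-07) and Cd300ld4 (−1.70 ± 0.11, 1.91e-06), genes of macrophages and osteoclasts, were lower. Macrophage markers had 16 of 17 lower (16 lower and 1 higher adjusted over the list alone; median −1.07; camera down, adjusted p = 5.64e-50, and adjusted p = 0.198 with an estimated correlation). Chondrocyte genes had 10 of 14 higher, 12 adjusted over the list alone (median 0.59; camera up, adjusted p = 7.22e-09, and adjusted p = 0.267 with an estimated correlation). Epithelial genes had 10 of 21 higher, 13 adjusted over the list alone (median 0.51; camera up, adjusted p = 3.47e-09, and adjusted p = 0.198 with an estimated correlation). With 1 embryo on each side, this comparison describes these MEFs and no wider group. The count was 2373 without the NSC library and 2380 without the B12 + MAT2Ai library of MEF 61.3.

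The fold changes of MEF 61.3 and MEF 61.5 were compared across all 19392 genes, which are not independent replicates. Pearson correlations were 0.132 for B12 + MAT2Ai against B12, 0.491 for SAM against B12, 0.270 for NSC against B12, 0.510 for SAM against B12 + MAT2Ai, 0.356 for NSC against B12 + MAT2Ai and 0.572 for NSC against SAM. Abcg1 under B12 + MAT2Ai (2.69 and 2.71), Krt17 under SAM (3.63 and 3.60) and Ahrr under NSC (2.38 and 2.60) were close in MEF 61.3 and MEF 61.5. Rsad2 under NSC (−2.96 and −1.07) and Oas3 under NSC (−3.99 and −2.18) were not. Across different comparisons, B12 + MAT2Ai against B12 in MEF 61.3 gave 0.128 with NSC against B12 in MEF 61.5. The reverse pairing gave −0.120. NSC against B12 in MEF 61.3 gave 0.352 with NSC against B12 + MAT2Ai in MEF 61.5, and the reverse pairing 0.172. The values 0.132 and 0.270 therefore do not show agreement particular to those comparisons. For NSC against SAM no other comparison reached 0.572. The 3 comparisons against B12 share the same B12 libraries, so a chance value in those enters all 3.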

Values the study reported

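For a set of MEFs prepared with the Illumina Stranded mRNA kit, the kit named in the labels here, the study reported an equimolar pool of 15 libraries read as single-end reads of 75 nucleotides. That the MEFs analysed here belong to that set was assumed from the kit, and the labels do not state it. The study gave 9,365 genes for its ratio of cryptic transcripts. It described that ratio with a paired-end counting setting and did not tie the number to this single-end set.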

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

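The splits of the libraries were planned, and all other tests in this part were chosen only after the result they address was seen, with the prediction written before the test for genes lower under SAM and for liver X receptor targets and after it for the rest.

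The interferon response list stood out because its median moved in opposite directions in the MEFs. For B12 + MAT2Ai against B12 the median log2 fold change was −0.53 in MEF 61.3 and 0.31 in MEF 61.5, a difference of 0.84, and for SAM against B12 it was −0.47 and 0.53, a difference of 1.00. Each value comes from 1 library per treatment in each MEF, and the difference was not tested. Relative to the mean of all libraries, the list had a median of 0.87 in the B12 library of MEF 61.3 and −0.00 in that of MEF 61.5, 0.31 and 0.26 under B12 + MAT2Ai, 0.34 and 0.57 under SAM, and −1.23 and −1.20 under NSC. The B12 library of MEF 61.3 enters each of the differences.

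The fall of interferon genes under NSC could rest on a high level in the B12 library of MEF 61.3, or on fewer macrophages in the culture. Without the B12 library of MEF 61.3 the median under NSC was −1.22 (interquartile range −1.41 to −0.82), which argues against that library as the cause of the whole fall. Under SAM, where macrophage markers fell further, the interferon median was −0.050 (−0.13 to 0.09), but −0.47 in MEF 61.3 and 0.53 in MEF 61.5. Relative to the mean of all libraries, macrophage markers lay at 0.58 (MEF 61.3) and −0.45 (MEF 61.5) under NSC. Under SAM they lay at −0.18 and −1.70. Interferon genes lay at −1.23 and −1.20 under NSC and at 0.34 and 0.57 under SAM. In each MEF, macrophage markers were higher and interferon genes lower under NSC than under SAM, which argues against a loss of macrophages. Whether the fall follows from the inhibited demethylases or from another property of the compound stays open, since no other demethylase inhibitor was measured.

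Epithelial genes rose and macrophage markers fell under SAM, and genes of other cells could gain read share when macrophages are fewer. The fibroblast list, which should gain by the same share, had a median of 0.048. TMM scaling removes a shift common to most genes, and the median over all tested genes was −0.0024. The fibroblast value therefore cannot decide on read share. With a median of 0.62, epithelial genes rose relative to most tested genes. Leaving out any 1 library kept the epithelial median between 0.55 and 0.79. The 956 genes lower under SAM had a median of −0.50 in MEF 61.5 against 61.3, where macrophage markers are lower too, and 93.7% of them were lower there. Before rounding that median, −0.499, lies just short of the −0.5 set in advance for fewer macrophages as the cause, so whether the fall reflects fewer macrophages or lower expression in the same cells stays open. No cell counts were available.

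The rise of lipid genes under B12 + MAT2Ai might come from more macrophages, which express many of them, but the macrophage list had a median of −0.25, which argues against it. Without the smaller library, B12 + MAT2Ai of MEF 61.5, 7 of the called lipid genes (Abcg1, Abca1, Scd1, Scd2, Srebf1, Mylip and Lpcat3) kept a median of 0.64 (0.38 to 2.67), but only Abcg1 still passed (adjusted p = 0.000184), and genes picked for having passed tend to keep their direction, so this excludes nothing. Most of the 7 are known targets of the liver X receptors, and 8 further targets that were not called had a median of 0.09, 5 of them positive, with camera p = 0.189 and p = 0.359 with an estimated correlation. The prediction had set a p of 0.05 or more as a sign that the targets do not rise as a class, which was wrong, since a list without the called genes and with few members cannot show absence. A shared response of liver X receptor targets stays open.

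The 8 libraries were split 4 against 4, with the split as the only term. The split by MEF called 622 genes and the highest of the other splits called 1. Thus 1 of 35 splits reached the real count, the real one itself. Every other split puts both MEFs on each side, so the MEF difference adds to its spread and few calls follow by design. The splits therefore cannot exclude a chance arrangement of the libraries.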

How the results depend on the processing

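No test in this part was chosen after a result was seen: every alternative was fixed in advance. DESeq2 size factors, upper-quartile factors and an adjusted p of 0.10 kept all 132 results for named genes on their side of the threshold. No named gene that was called, in the main fit or in the alternative, changed direction between them. Direction was not checked for genes called in neither. The DESeq2 Wald test ended 1 call, the filter at 1 CPM 2, robust empirical Bayes 14 and the fit without the MEF block 84. These fits covered 132, 128, 132 and 122 results in that order, called or not. Most results of the fixed genes were not called and had no call to lose. The share of calls that ended was therefore larger than these totals give. Counts of called genes, in the order B12 + MAT2Ai, SAM and NSC against B12, SAM and NSC against B12 + MAT2Ai, and NSC against SAM, were 0, 0, 2, 0, 1 and 1 without the block, where the MEF difference becomes part of the spread, and the block changed the call of 6 of 58 lists. With no filter on low counts they were 452 for B12 + MAT2Ai and 1025 for NSC against B12, 1873 for NSC against B12 + MAT2Ai and 2895 for NSC against SAM. With only the 4 libraries compared they were 313 for B12 + MAT2Ai against B12, 2020 for NSC against B12 + MAT2Ai and 3340 for NSC against SAM. DESeq2 called 43 for B12 + MAT2Ai against B12, 1172 for NSC against SAM and 2402 between MEFs, and an adjusted p of 0.10 gave 571 for NSC against B12, 1516 for NSC against B12 + MAT2Ai and 2942 for NSC against SAM, as a wider threshold must. Apart from the threshold and the block, the cause was not tested.

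Leaving out 1 library gave 1 to 373 genes for B12 + MAT2Ai, 898 to 1429 for SAM and 38 to 780 for NSC against B12, 600 to 2168 for SAM and 42 to 1672 for NSC against B12 + MAT2Ai, 605 to 2717 for NSC against SAM and 2373 to 3820 between MEFs. Of the 132 results for named genes, 0 to 22 lost their call in these fits. There the treatment left with 1 library was assumed to vary like the other groups. Called lists numbered 5 to 13, 8 to 11, 8 to 10, 11 to 15, 10 to 13 and 7 to 9 in the same order. The interferon list for B12 + MAT2Ai against B12 turned from down to up, with a call, without the B12 library of MEF 61.3 (adjusted p = 5.19e-23) and, with no call, without the B12 + MAT2Ai library of MEF 61.3 (0.608), and its lowest adjusted p with 1 library left out was 8.9e-117, without the B12 library of MEF 61.5. An estimated correlation gave 0 lists in all 6 comparisons, and fry gave 0, 6, 0, 9, 0 and 3. Across the 10513 genes of at least 10 CPM, the correlations between MEFs were 0.399, 0.619, 0.525, 0.731, 0.720 and 0.825, where weakly expressed genes with noisy fold changes are left out. At 27498180 to 38565685 counted reads, weakly expressed genes fell below the filter, and only 4 of 22 germline and 16 of 34 pluripotency genes could be tested.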

Other observations

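All values in this part were chosen for mention after they were seen, and no further test was run. MEF 61.5 differed from MEF 61.3 in some of the same lists that SAM changed against B12: 3 of 4 reprogramming factors were higher in MEF 61.5, also 3 adjusted over the list alone, with a median of 0.67 (camera up, adjusted p = 5.3e-05, and adjusted p = 0.198 with an estimated correlation), beside the higher epithelial and lower macrophage lists. The inflammatory secretome was mostly lower in MEF 61.5 (16 of 30 lower and 4 higher; 19 and 4 adjusted over the list alone; camera down, adjusted p = 2.13e-08, and adjusted p = 0.241 with an estimated correlation), and the neural list had 8 of 14 higher, 9 adjusted over the list alone (camera up, adjusted p = 0.000636, and adjusted p = 0.241 with an estimated correlation).

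Of 30 imprinted genes, a minority was called higher under NSC and none lower: 3 against B12, 10 against B12 + MAT2Ai and 4 against SAM, the last with Meg3 (0.47, adjusted p = 0.0128), Peg10 (0.60, 0.0152), Cdkn1c (0.36, 0.00736) and Rtl1 (0.36, 0.0127). Camera called the list up in the comparison with SAM (adjusted p = 0.0135), and adjusted p = 0.657 with an estimated correlation. That call ended without the NSC library of MEF 61.3 (0.0513) and without the SAM library of MEF 61.5 (0.128). Against B12 the median was 0.28 in MEF 61.3 and 0.03 in MEF 61.5. All these counts share the same NSC libraries, so they are not independent. Relative to the mean of all libraries, the list median under NSC was 0.20 in MEF 61.3 and 0.06 in MEF 61.5. Under B12 + MAT2Ai it was −0.08 and −0.16, so the count against B12 + MAT2Ai also holds low values there.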
